# The Set2/Rpd3S Pathway Suppresses Cryptic Transcription without Regard to Gene Length or Transcription Frequency

**DOI:** 10.1371/journal.pone.0004886

**Published:** 2009-03-19

**Authors:** Colin R. Lickwar, Bhargavi Rao, Andrey A. Shabalin, Andrew B. Nobel, Brian D. Strahl, Jason D. Lieb

## Abstract

In cells lacking the histone methyltransferase Set2, initiation of RNA polymerase II transcription occurs inappropriately within the protein-coding regions of genes, rather than being restricted to the proximal promoter. It was previously reported that this “cryptic” transcription occurs preferentially in long genes, and in genes that are infrequently transcribed. Here, we mapped the transcripts produced in an *S. cerevisiae* strain lacking Set2, and applied rigorous statistical methods to identify sites of cryptic transcription at high resolution. We find that suppression of cryptic transcription occurs independent of gene length or transcriptional frequency. Our conclusions differ with those reported previously because we obtained a higher-resolution dataset, we accounted for the fact that gene length and transcriptional frequency are not independent variables, and we accounted for several ascertainment biases that make cryptic transcription easier to detect in long, infrequently transcribed genes. These new results and conclusions have implications for many commonly used genomic analysis approaches, and for the evolution of high-fidelity RNA polymerase II transcriptional initiation in eukaryotes.

## Introduction

A primary function of eukaryotic genomes is to serve as the template for RNA transcripts that encode proteins. The exact location along the DNA where these transcripts initiate, and how frequently they are initiated, is highly regulated [1], [2], [3]. An important component of directing initiation events to the 5′ end of genes is regulating chromatin in such a way that a more open configuration is situated at the 5′ end, while DNA downstream of the promoter is less accessible to transcription factors [4], [5], [6]. If transcription-coupled chromatin remodeling is perturbed, as occurs in strains harboring mutations in the genes encoding Spt6, Spt16, and components of the Set2/Rpd3S pathway, inappropriate transcriptional initiation is found to occur at places within protein-coding regions [7], [8], [9], [10], [11], [12]. Therefore, the precise organization of chromatin along transcription units is critical to directing transcription factors and RNA polymerase II (RNA Pol II) to appropriate start sites within genes [3], [13], [14], [15].

The Set2 (Kmt3) enzyme methylates H3K36 in RNA Pol II transcribed portions of the genome, and is targeted to genes through its association with the phosphorylated C-Terminal Domain of the elongating RNA polymerase [16], [17], [18], [19], [20], [21]. Methylated H3K36 residues are then recognized by the Eaf3 subunit of the Rpd3S complex, leading to deacetylaytion of local histones by Rpd3 [9], [11]. This deacetylation is hypothesized to be important for maintaining the integrity of chromatin following transcription, thereby inhibiting the assembly of transcription factors at inappropriate or “cryptic” sites within genes [7], [9], [10], [11], [12], [19], [22]. When Set2 or other components of this process are disabled, inappropriate transcripts arise from within coding regions. The origin and potential function of these cryptic initiation sites has been the subject of intense investigation. One foundational study concluded that “cryptic” transcription occurs preferentially in long genes and in genes that are infrequently transcribed [12]. These conclusions suggest that particular gene types are more dependent on the Set2/Rpd3S pathway for their function than others. If true, this conclusion would imply that this class of genes is under a special selective pressure to suppress cryptic transcription, with potentially wide-ranging implications for the evolution of eukaryotic genomes. Here, we performed new experiments to re-examine the findings of earlier studies. We conclude that the “cryptic” transcription normally suppressed by the Set2/Rpd3S pathway occurs throughout the genome and does not appear to be associated either positively or negatively with gene length or transcriptional frequency.

## Results and Discussion

### Systematic ascertainment bias in previous characterizations of cryptic transcription may have influenced data analysis

It has been reported that longer genes, and genes that are infrequently transcribed, are particularly dependent on a mechanism of chromatin-mediated protection against cryptic transcription [12]. To identify genes that relied on the Set2/Rpd3S pathway to suppress cryptic transcription, Li *et al.* directly compared RNA prepared from *set2Δ* and wild-type strains using DNA microarrays. The authors then predicted the occurrence of cryptic transcripts by comparing the ratio of probe values measured at the 5′ end of the gene to the ratio of probe values at the 3′ end of the gene. A higher ratio at the 3′ end indicated an aberrant transcript that initiated somewhere downstream of the natural 5′ promoter. Based on the set of genes identified in this manner, it was concluded that cryptic transcription occurs preferentially in long genes, and in genes that are infrequently transcribed.

However, the previous experiments and analyses did not account for several important factors in collecting and analyzing the data. First, if cryptic transcription occurs at random along the genome, then it is more likely to occur in longer genes. Second, by the same reasoning, longer genes are more likely to contain multiple cryptic initiation sites. This would make microarray detection of cryptic initiation easier for longer genes, especially when the number of probes per gene is low, because multiple initiation events may be detected and interpreted as a single event. Third, a cryptic initiation event that is flanked on either side by a larger number of microarray probes, as occurs in longer genes, will be easier to detect because more measurements are taken on either side of the initiation event. Finally, cryptic transcription is inherently easier to detect on genes that are transcribed at low levels [23]. Consider two equally-sized genes, both of which have a cryptic promoter in the same position along the gene. In both cases, assume that cryptic promoter produces 5 mRNAs per hour. However, one of the genes is transcribed from its natural promoter at 1 mRNA per hour, and the other is transcribed at 50 mRNAs per hour. Assuming equal mRNA stabilities, the ratio produced at the 3′ end by the cryptic transcript of the highly expressed gene will be 55/50 = 1.1, while the ratio at the 3′ end of the infrequently transcribed gene will be 6/1 = 6. Therefore cryptic transcription that occurs in frequently transcribed genes (ratio 1.1) is much more difficult to detect than a cryptic promoter of equal strength from an infrequently transcribed gene (ratio 6). This would be especially true if the level of transcription at a given cryptic promoter is generally independent of the level of transcription from the natural promoter, as appears to be the case [9].

Given these potential biases, we were motivated to revisit the previous experiments with a higher-resolution detection platform, and to develop an analysis method that explicitly accounted for the confounding factors described above.

### At the level of raw data, new higher-resolution maps of Set2-dependent cryptic initiation are consistent with previous maps

As in the previous study, we prepared RNA from *set2Δ* and wild-type strains, and labeled them for direct comparison through microarray hybridization (**Methods**). 

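SET2 (YJL168C), the gene deleted in the mutant, had a measured log2 set2Δ/wild type ratio of -5.07 (standard error 0.21, adjusted p = 3.94e-09 from limma). The ratio was -5.26, -5.49 and -4.45 in replicates 1, 2 and 3. Genes of mating type differed between the strains as well. STE3, the receptor for a-factor made by α cells, was higher in set2Δ (log2 ratio 6.98), as was the α-factor gene MF(ALPHA)1 (6.40). STE2, the α-factor receptor of a cells, was lower (-5.53), as was BAR1, which encodes the protease that degrades α-factor (-5.69). Among genes of biosynthesis, MET17 of methionine synthesis was higher (6.64) and LYS2 of lysine synthesis was lower (-6.30). These 6 genes had adjusted p-values of 4.5e-10 or below from limma. SET2 and LYS2 in set2Δ, and MET17 in wild type in replicates 1 and 3, were mostly not above the random control probes. With the dimmer channel held at the 95th percentile of those probes or above, SET2 and LYS2 still lay at -3.78 and -5.19 log2 and MET17 at 5.71, which bound the true differences, without loess and so open to dye bias. MF(ALPHA)1 had 29.6% of its probes above that percentile in wild type in replicate 1, and its bound was 5.62. LEU2 and URA3, both deleted in BY4741, had log2 ratios of -0.22 and -0.21 and did not pass the test. At most 14.5% of their probes were above that percentile in any channel, so these ratios compare background with background. The list of markers deleted in BY4741 also holds MET17 and HIS3. HIS3 had a log2 ratio of -0.25 and did not pass either, with 72.5% to 82.5% of its probes above that percentile.

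The data were 3 arrays, each hybridised with double-stranded cDNA of a set2Δ and a wild-type strain, so that an array is a replicate that holds both strains and carries no information on the RNA strand. In replicates 1 and 2 set2Δ was labeled with Cy5 and read at 635 nm, and wild type with Cy3 at 532 nm. In replicate 3 the dyes were reversed. The labels number only replicate 2, and the numbers 1 and 3 were given here. Nothing states that the replicates came from separate cultures, so the p-values measure the spread between arrays, which may be technical. Each array held 386527 genomic probes at a mean start-to-start spacing of 31.0 bp, with a median spacing of 12 bp. Their number of 3 limits the precision of every ratio.

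The deposited scanner intensities were turned into log2 (635/532) ratios, with the sign reversed for replicate 3. As in the paper's methods, ratios were made into z scores within each array and averaged over the arrays for the change-point search. For tests on whole genes, the intensities were background-corrected and loess-normalized, and the mean ratio of each ORF was tested with limma. Gene limits were those of Table S1 for the genes it lists, and those of an annotation of another build for the others. Only the 5452 ORFs whose place could be checked against their own coordinates or those of neighbouring genes in Table S1 were kept. Of these, 5151 held at least 6 probes and were analysed, with a mean of 57.1 probes per ORF. The tests, gene lists and alternative settings were chosen before the data were examined unless stated otherwise.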

In our case, the samples were applied to DNA microarrays containing 385,000 probes, which corresponds to an average start-to-start probe spacing of 31 bp, and an average of 51 probes per open reading frame (ORF). In the previous experiments, the arrays contained 40,174 probes, which corresponds to an average start-to-start spacing of 261 bp and an average of 4.6 probes per ORF. The higher resolution in the new study is critical: in the previous study 676 ORFs contained only a single probe, meaning that it was impossible to detect cryptic transcription in those genes, and 983 contained only two probes, meaning a call would be dependent on the value from a single probe. The higher resolution of our data afforded us the opportunity to call multiple cryptic initiation events within a single gene, rather than being limited to identifying genes in which one or more initiation events may have occurred. We therefore employed a statistically principled change-point detection algorithm to identify the step-like transitions in the log intensity ratios across a transcription unit [24]. These “transitions” represent putative cryptic initiation events.

The algorithm operates on a gene-by-gene basis, and in a sequential fashion to detect the existence and location of potential cryptic initiation events. At each probe within a gene, it compares the measured values (Z-scores) to the left and the right of the probe using a standard F-test. If the maximum F-statistic along the gene exceeds a pre-defined significance threshold (for the given gene length), the location at which the maximum is achieved is identified as a transition point. The search procedure is then recursively applied to the observations lying to the left and to the right of the transition point. Further details of the algorithm and the scaled *supF* statistic are presented in **Methods**.

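Transitions were found in genes of many functions. Of 5151 ORFs, 1157 held at least 1 transition at a scaled supF of 3 and 423 at a scaled supF of 9. With probes thinned so that none overlap, the numbers were 269 and 25. Thinning also leaves fewer probes per gene, which makes calls rarer, so the part of this loss due to overlap cannot be told. Gene lists were set against 10000 random lists matched on deciles of probe number, within which gene length may still differ. Of 26 P-type ATPases and ABC transporters, which move ions, lipids and drugs across membranes, 21 held a transition at supF 9, against a mean of 11.3 in the random lists (adjusted p = 0.004 over 20 lists, permutation test). Without replicate 2, 4 of them did, against a mean of 3.29 (p = 0.842, permutation test), and with each array's mean profile along genes removed 5 did, against 4.57 (p = 0.993, permutation test). In the difference between replicates 2 and 3, where an equal strain effect cancels but a dye effect does not, 12 did, against 12.6 (p = 0.962, permutation test). Of 123 genes with names of cytosolic ribosomal proteins, which include RPP1 of RNase P, 11 held a transition at supF 3, against 5.54 in random lists (adjusted p = 0.366, permutation test). Of 31 genes of DNA replication and repair, 14 held a transition at supF 9, against 7.75 (adjusted p = 0.084, permutation test).

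In the mean of the 3 arrays, transitions went up toward the 3′ end more often than down. At supF 3, 1178 of 1415 transitions rose toward the 3′ end (83.3%, exact 95% binomial interval 81.2% to 85.2%). At supF 9 the numbers were 414 of 450 (92.0%, interval 89.1% to 94.3%). These intervals take transitions as independent and leave out the spread between arrays. Of the 423 genes with a transition at supF 9, the main step was upward in 92.2% in replicate 1, in 92.4% in replicate 2 and in 52.7% in the dye-reversed replicate 3, and it was upward in all 3 arrays in 220 genes and downward in all 3 in 28. When arrays were searched alone, 94.4% of the supF 9 transitions rose in replicate 1, 97.2% in replicate 2 and 28.4% in replicate 3.

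Along the average gene, the z score went from -0.13 in the first of 10 equal parts to 0.11 in the last in replicate 1, from -0.51 to 0.27 in replicate 2, and from 0.35 to 0.14 in replicate 3. The profile differed with gene length. Over 3000 bp it went from -0.29 to 0.47, -0.90 to 0.80 and 0.38 to 0.05 in replicates 1, 2 and 3. In ORFs of up to 500 bp it went from -0.001 to -0.009 in replicate 2. Without replicate 2, 143 genes held a transition at supF 9, and 68.5% of the transitions rose. At supF 3, 983 transitions were then found, of which 48.8% rose. With each array's mean profile along genes removed, 50.6% of 940 rose, but this removal would also take away a true mean rise.

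**Figure D1:**
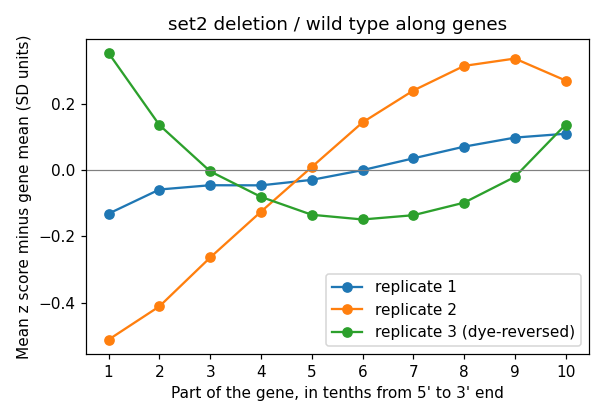
Mean z score of the set2Δ/wild type ratio (y axis, in SD units, each gene's mean subtracted) in 10 equal parts of a gene from its 5′ to its 3′ end (x axis), over 5151 ORFs, with a line for each of the 3 arrays. Replicate 2 starts at -0.51 and ends at 0.27, and replicate 3 starts at 0.35.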

We selected two significance thresholds which led to family-wise error rates of roughly 10^−10^ and 10^−26^, and identified 1193 and 429 genes, respectively, with at least one cryptic initiation event (**Table S1**). 

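The largest scaled supF was in YLR278C, an ORF with no standard name, at 120. Its mean z score was higher on the 3′ side of the transition by 2.46 ± 0.31 (SD, n = 3 arrays). FIG2, which encodes a cell wall adhesin of mating cells, reached 98.6 with a step of 2.07 ± 1.01, and PRP2, an RNA helicase of splicing, reached 64.6 with a step of 1.86 ± 0.96. SAG1, the adhesin of α cells, reached 92.8 with a step of 7.98 ± 1.65, and STE6, the exporter of a-factor in a cells, reached 26.9 with a step of 2.31 ± 0.54. As genes of mating type, SAG1 and STE6 also differed in level between the strains, with log2 set2Δ/wild type ratios of 5.03 and -4.17 (adjusted p = 6.19e-10 and 6.41e-09 from limma).

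Among the 10 genes with the largest supF, TCB3 had an upward step in replicates 1 and 2 and a step of -0.75 in replicate 3. The other 9 had upward steps in every array, though in DUR12, MTC5 and CYR1 the step of replicate 3 was only 0.07, 0.29 and 0.17. Steps also went down. Among genes chosen for a fall in every array, the mean z score was lower on the 3′ side in SSF2, a ribosome biogenesis factor (-2.64 ± 0.26), and in UTR1, an NAD kinase (-1.77 ± 0.67). In CYC1, which encodes cytochrome c, the step was -1.73 ± 0.83.

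A test between arrays was made on the mean log2 ratio of the probes past the middle probe of a gene minus that of the probes before it. With limma, 40 of 4962 ORFs rose toward the 3′ end and 11 fell. With median centring alone 4 rose and 0 fell (234 and 73 unadjusted). Without replicate 1, 25 rose, without replicate 2, 64 rose and 24 fell, and without replicate 3, 194 rose.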

Individual genes identified by the algorithm as containing cryptic initiation events typically exhibit internal transitions that are clear by visual inspection (**Figure 1A**). Furthermore, genes characterized previously as containing cryptic transcripts in *set2Δ* strains, including *FLO8* (*supF* = 3.62) *STE11* (*supF* = 9.02) and *PCA1* (*supF* = 70.9) were identified by our algorithm. 

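PCA1 (YBR295W, a P-type ATPase of cadmium export), STE11 (YLR362W, a kinase of the pheromone pathway) and FLO8 (YER109C, a transcription factor of flocculation genes) each held a transition. PCA1 lies on chromosome 2 from 792843 to 796493 and STE11 on chromosome 12 from 849865 to 852018, in the coordinates of Table S1, whose genome build is not given in the sources used here. In PCA1 the scaled supF was 69.9 and the mean z score rose toward the 3′ end by 2.36 ± 0.41 (SD, n = 3 arrays). In STE11 the scaled supF was 9.02 and the rise was 1.41 ± 0.09. Both rises were present in every array. With probes thinned so that none overlap, and so with fewer probes per gene, the scaled supF was 14.4 in PCA1 and 2.10 in STE11. STE11 was then not called. With the ORF split at its middle probe, both also rose by limma (adjusted p = 0.0034 and 0.015). The mean ratio over the whole ORF was higher in set2Δ as well, with a log2 ratio of 1.35 in PCA1 (standard error 0.23, adjusted p = 0.00289 from limma) and of 0.69 in STE11 (standard error 0.17, adjusted p = 0.0177 from limma).

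FLO8, on chromosome 5 from 375211 to 377610, had a scaled supF of 3.61 with 3 transitions at supF 3, of which 2 rose toward the 3′ end. The step at its highest F went down, from a mean z score of 1.42 on the 5′ side to 0.78 on the 3′ side. Replicate 3 alone gave a scaled supF of 10.0 with a step of -1.01. Without replicate 3 the scaled supF was 1.47, below the threshold, with an upward step of 0.76. FLO8 is marked as a pseudogene in the annotation used here and was searched apart from the 5151 ORFs. From the likeness of its raw data to those of the earlier study, which were not analysed here, and from the detection of such previously known genes, the paper reasons that its design, analysis methods and thresholds are supported.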

Using the more stringent cutoff, 59% of the genes we identified were identified previously as containing a cryptic initiation event [12]. We find this concordance striking, especially because the earlier study made use of a different microarray platform, a different RNA labeling method, and a different method of identifying cryptic initiation sites (**Figure 1B**). Indeed, examination of individual loci reveals that the raw data from this study and the previous study are consistent with each other (**Figure 1A**). The concordance of our raw data with the raw data from the lower-resolution study, along with the utility of our data in the identification of genes previously characterized as containing cryptic transcripts, provides support for our experimental design, analysis methods, and threshold selections.

**Figure 1:**
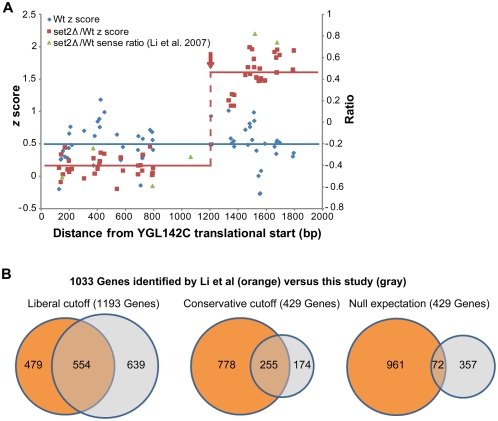
Detection of cryptic initiation sites in *S. cerevisiae* strains lacking Set2. (A) YGL142C exhibits cryptic initiation in the set2*Δ* strain (red, *supF* 29.7), but not wild-type (blue). Plotted along the length of YGL142C are *z* scores of wild type (Wt) RNA raw probe intensity values (blue); *set2Δ* RNA/Wt RNA (red) and *set2Δ*/Wt ratios from Li et al. 2007 (green). The transition probe detected by our algorithm is marked by a dashed red line and red arrow. The solid lines represent the average *z* score for Wt (blue) and *set2* *Δ*/Wt values (red) before and after the cryptic initiation event. This cryptic initiation event was confirmed by Northern blotting (not shown). (B) Genes identified as containing cryptic initiation sites according to our liberal (*supF* 3.0, 1193 genes) or conservative (*supF* 9.0, 429 genes) criteria were compared to the genes identified as containing a cryptic initiation event from Li et al. 2007 (1033 genes, orange). Shown at far right is the average intersection of 429 genes chosen at random with the Li et al set.

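YGL142C (GPI10, a mannosyltransferase of GPI anchor synthesis) had a higher set2Δ/wild type ratio over its 3′ part in all 3 arrays. It lies on chromosome 7 from 236274 to 238124 in the coordinates of Table S1, and 31 probes lay on the 5′ side of the transition and 25 on the 3′ side. The mean z score of the ratio rose from 0.17 to 1.60, a step of 1.43 ± 0.15 (SD, n = 3 arrays). In the wild-type channel, median-centered as in the paper's methods, the mean z score was 0.45 on the 5′ side and 0.42 on the 3′ side, a step of -0.03 ± 0.06. The ratio's step was 1.59, 1.28 and 1.43 in replicates 1, 2 and 3, and that of wild type was 0.03, -0.08 and -0.04. The scaled supF was 28.9, and the probe at the transition starts at 236915. It was 11.2 without replicate 3 and 5.30 with probes thinned so that none overlap, which leaves fewer probes. With only 3 arrays, an exact sign test of the step cannot pass 0.05, and no p is given for it. With the ORF split at its middle probe, the 3′ part rose over the 5′ part by a log2 ratio of 0.90 (adjusted p = 0.019 from limma).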

### More cryptic initiation sites are detected in long genes, and these cannot be accounted for solely by correcting for gene length

Previous studies have concluded that longer genes are especially prone to cryptic transcription upon deletion of *SET2* [12]. This conclusion was based on the observation that long genes were more likely to be identified as containing a cryptic promoter than short genes. To determine if this observation could be explained solely by the fact that longer genes afford more opportunity for a cryptic event to occur, we grouped all genes according to size. For each group, we then calculated the rate of cryptic initiation (measured in transitions per base pair, **Figure 2A**). Measuring the rate of transitions, rather than the absolute number of transitions, for genes binned by length is a simple way to correct for gene length. The positive correlation between gene length and the rate of transitions per base shows that transitions are indeed detected more often in the context of longer genes, and that the additional transitions detected in long genes cannot be accounted for simply by correcting for gene length.

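Transitions were rare in short genes and frequent in long ones. Of 578 ORFs of up to 500 bp, 7 held a transition at supF 3 (1.21%), whereas of 453 ORFs over 3000 bp, 381 did (84.1%). The rate at supF 3 was 0.333 transitions per 10000 bp in ORFs of up to 500 bp, 0.556 at 500 to 1000 bp, 1.17 at 1000 to 2000 bp, 2.42 at 2000 to 3000 bp and 3.02 over 3000 bp. At supF 9 it was 0.0476, 0.0292, 0.183, 0.697 and 1.41 in the same order, and the shortest group held 1 transition. Long genes also had fewer probes per length, with 4.26 probes per 100 bp in the shortest group and 3.13 in the longest.

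Across genes, the rate at supF 3 and the gene length had a Spearman rho of 0.503 (permutation p = 1e-05, the smallest that 100000 permutations can give, and 2.5e-05 when adjusted over 5 relations). Genes are not independent replicates. Most genes held no transition, and for subgene rates at 0.97 random placement alone gave a positive rho of 0.172. No placement was made for full-gene rates, so how much of this rho has that source was not measured. When each array was searched alone, the rate at supF 3 was 0.159 ± 0.028 (SD, n = 3 arrays) in the shortest group and 2.37 ± 1.36 in the longest. Without replicate 2 the rate over 3000 bp was 1.37, below the 1.54 at 2000 to 3000 bp, and rho was 0.324. From the positive correlation of length with rates pooled in length groups, the paper concludes that transitions are detected more often in longer genes. It also concludes that correcting for length alone does not account for the additional ones.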

**Figure 2:**
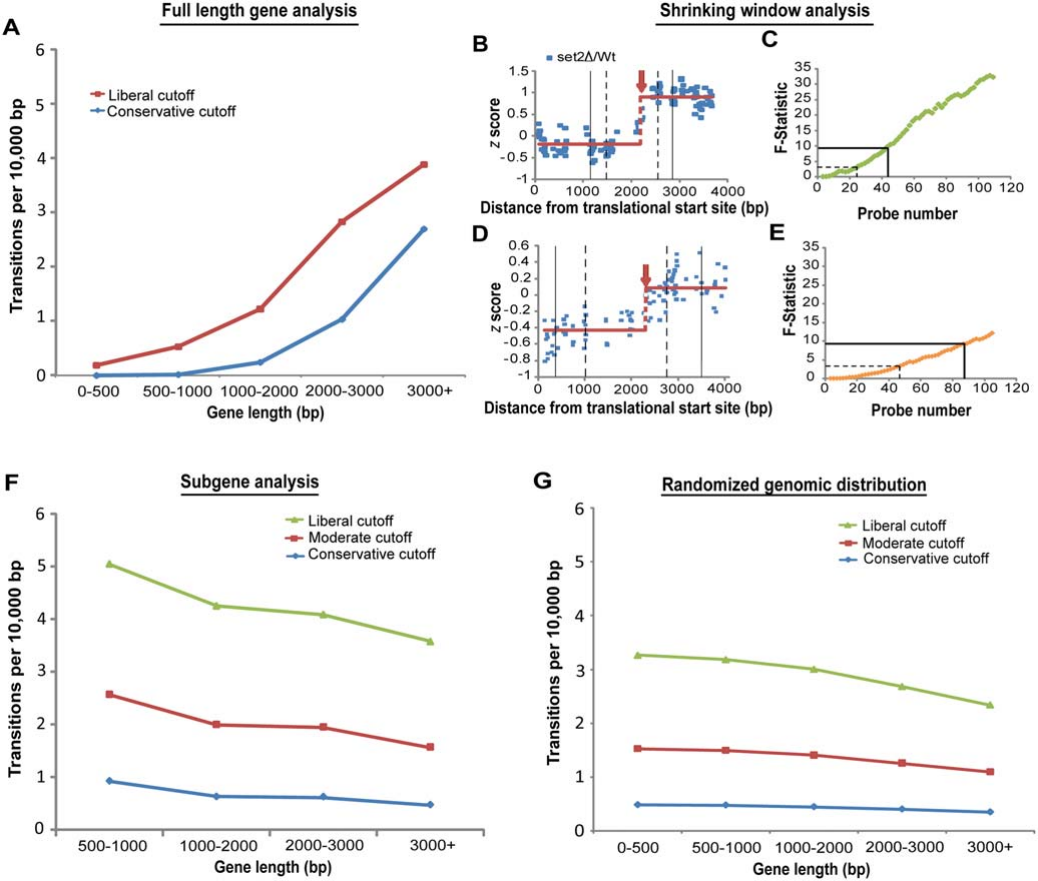
Cryptic initiation events occur without regard to gene length. (A) The number of cryptic initiation events detected per base increases with gene length. Shown is the detection rate for five gene-length bins at conservative (*supF* 9, 801 transitions, blue) and liberal (*supF* 3, 1757 transitions, red) cutoffs. (B–C) Reducing the number of probes flanking a transition event causes statistical significance to decrease. Plotted along the length of YDR104C are *z* scores of *set2Δ* RNA/Wt RNA. The solid horizontal lines represent the average *z* score for the *set2* *Δ*/Wt values (red) before and after the cryptic initiation event. The black solid and dashed vertical lines correspond to the number of probes required to achieve the *supF* 9 and *supF* 3 cutoffs respectively. Panel C plots the calculated *supF* values (y-axis) as a window centered on the detected transition shrinks, causing fewer probes to be available for transition detection (x-axis). The solid and dashed black lines call attention to the *supF* 9 and *supF* 3 cutoffs. (D–E) Same as B and C, but for YAL026C. (F) Detection of cryptic initiation sites using subgenes of uniform length eliminates the relationship between gene length and cryptic initiation frequency. Cryptic initiation rates for subgene analysis (Methods) using liberal (green; *supF* = 0.58, 2417 transitions), moderate (red; *supF* = 0.97, 1135 transitions), and conservative (blue; *supF* = 1.8, 364 transitions) cutoffs are plotted for different gene-length bins. (G) Random distribution of cryptic initiation events mimics the real distribution discovered after controlling ascertainment bias. Plot is the same as panel F, but transitions were randomly assigned to ORF probes (liberal; 2417 transitions, moderate; 1135 transitions, conservative; 364 transitions). Compare G and F. The slight downward trend in both plots may result from a slightly lower probe density in longer genes, which was not corrected for.

### An ascertainment bias makes detection of cryptic transcripts easier in longer genes

Any method for change-point detection, in this case applied to cryptic transcription, will have greater power to identify a transition event that is flanked on either side by a large number of microarray probes. Thus in small genes, which are represented by fewer probes, transitions are more difficult to detect. We wondered if this ascertainment bias might explain the observed higher rate of cryptic transcript detection in longer genes. To investigate this, we took all of the cryptic initiation sites we detected, and computationally reduced the number of probes surrounding each transition. In each case, this was accomplished by examining a shrinking window centered on each transition point. Despite these transitions being called significant when the full gene length is used, when the shrinking window was applied, statistical confidence was reduced, often below our selected cutoffs, as the window size approached 500 bp (**Figure 2B–2E**).

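SPO71 (YDR104C, a gene of spore wall formation) and DRS2 (YAL026C, a phospholipid flippase) each lost their call as the window shrank. In SPO71, where the mean z score rose toward the 3′ end by 1.09 ± 0.64 (SD, n = 3 arrays), the scaled supF was 32.9 with 110 probes in the window. It stayed above 9 down to 42 probes and above 3 down to 26, and was 0.210 with the 10 probes that a window of 500 bp held. In DRS2 it was 12.8 with 110 probes, stayed above 9 down to 84 and above 3 down to 44, and was 0.468 with 16 probes. The step of DRS2 was 0.62 in replicate 1, 1.39 in replicate 2 and -0.44 in replicate 3, and without replicate 2 its scaled supF over the whole gene was 0.678.

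A window of at most 500 bp with at least 6 probes existed in 356 ORFs with a single transition at supF 9. ORFs without such a window were left out. Of the 356, 352 (98.9%) fell below 9 and 327 (91.9%) below 3 once the window spanned at most 500 bp, with a median scaled supF of 0.592. Without replicate 2, 132 such ORFs were found, and 77.3% of them fell below 3.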

We conclude that our method, and indeed any statistically-principled method for cryptic initiation analysis using discrete expression-based probes, can more readily identify sites of cryptic initiation in long genes, where more probes flank every putative site. As a result, a cryptic initiation site of a given magnitude is more likely to be detected in longer genes containing many probes than in shorter genes with relatively few probes.

### Controlling probe-number ascertainment bias eliminates the relationship between cryptic initiation events and gene length

If long genes truly contain more sites of cryptic initiation than short genes, those additional sites of initiation should still be detected when long and short genes are placed on equal footing with regard to detection. To test this, for each gene over 500 bp in length, we artificially broke that gene into as many non-redundant approximately 500 bp “subgenes” as possible (**Methods**). We then re-ran our detection algorithm on these newly created “subgenes”, which were of relatively uniform length. To see if longer genes really harbored more cryptic initiation events, we computationally stitched the genes back together, binned the genes according to their length, and again calculated the rate of cryptic initiations per base. This treatment of the data holds constant both the probe-number bias and the bias caused by multiple cryptic initiations in the same gene, both of which favor detection of cryptic initiation events in longer genes. We found that after this treatment, long genes no longer harbor more cryptic initiation events. Indeed, they may harbor fewer cryptic initiation events per unit length (compare **Figures 2A and 2F**). Therefore, controlling ascertainment biases inherent in transcript-based detection by microarray eliminated the relationship between the occurrence of cryptic initiation events and gene length.

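After genes were broken into subgenes of about 500 bp, the rate no longer rose from the group of 500 to 1000 bp to the longest. At the moderate threshold of 0.97, 897 transitions were found, at a rate per 10000 bp of 2.17 in ORFs of 500 to 1000 bp, 1.64 at 1000 to 2000 bp, 1.32 at 2000 to 3000 bp and 1.24 over 3000 bp. At 0.58, 2064 transitions gave 4.37, 3.84, 3.22 and 2.83 in the same order, and at 1.8, 265 transitions gave 0.754, 0.468, 0.415 and 0.315. With non-overlapping probes, and so fewer of them per subgene, 33, 7 and 2 transitions were found at 0.58, 0.97 and 1.8. Subgenes of longer ORFs held fewer probes, with a mean of 20.5 at 500 to 1000 bp and 16.5 over 3000 bp.

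When each array was searched alone at 0.97, the rate was higher in ORFs of 500 to 1000 bp than over 3000 bp in all 3 arrays, by 1.43, 0.466 and 1.89 in replicates 1, 2 and 3. Across genes, most of which held no transition, the rate at 0.97 and the length had a Spearman rho of 0.117 (permutation p = 1e-05, the smallest possible here). This rho has the opposite sign to the trend of the rates pooled within groups. From the pooled rates, the paper concludes that controlling the ascertainment biases removes the relationship between cryptic initiation and gene length. It adds that long genes may even hold fewer events per length.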

### Sites of cryptic initiation are distributed randomly with regard to gene length

Our analysis of cryptic initiation events is consistent with such events being distributed throughout transcription units without respect to their length. To test this hypothesis, we assigned each detected transition at random to an ORF probe, and compared several features of the randomly assigned transitions to these same features under the observed (not randomized) transition locations. As was the case with the observed locations, and as expected, when transitions were randomly distributed, longer genes contained more transitions. However, when the transition rate *per base* was calculated using the random assignments, there is no relationship between transition rate and length, which is nearly identical to what we observe with real data when the cryptic initiation calls are made using uniform-length subgenes, which control probe-number ascertainment bias (**Figure 2G**; compare to **Figure 2F**). 

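Transitions placed at random on ORF probes gave rates close to those of the subgene analysis in ORFs over 1000 bp. With the 897 transitions of the threshold 0.97 placed 1000 times, the mean rate per 10000 bp was 1.65 in ORFs of 500 to 1000 bp, 1.62 at 1000 to 2000 bp, 1.48 at 2000 to 3000 bp and 1.34 over 3000 bp. In the shortest of these groups, 141 transitions were observed, above the range of 88 to 126 that held 95% of the placements. The counts in the other groups, 374, 197 and 185, lay inside their ranges of 341 to 398, 195 to 245 and 177 to 224. At 0.58 and 1.8 the shortest group was again above its range, with 284 transitions against 220 to 276 and 49 against 21 to 42.

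Random placement gave a Spearman rho between rate and length across genes of 0.172 (0.145 to 0.199 in 95% of placements), above that observed (p = 0.002, two-sided, from the placements, the smallest they can give). The mean log2 length of the genes that held the transitions was 10.82, against 10.91 in the placements. From the likeness of the observed and the random rates, the paper proposes that cryptic initiation events are distributed randomly in relation to gene length.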

The fact that randomly assigned transitions, which do not depend on a detection algorithm, so closely mimic the observations made with real data when length biases are controlled, strongly suggests that real cryptic initiation events are distributed randomly in relation to gene length.

### Sites of cryptic initiation are distributed randomly with regard to transcription rate

Previous studies reported that infrequently transcribed genes are especially prone to cryptic initiation events in the absence of Set2 [12]. However, as has been noted by others, gene length and transcription rate are not independent variables [18], [25]. In particular, long genes tend to be transcribed less frequently (**Figure 3A**). We sought to determine if any relationship between transcription rate and cryptic initiation rate remained after controlling for ascertainment biases due to gene length. First, we binned genes according to their transcription rate [25], and plotted the number of cryptic initiations per base for each of the bins according to our full-length gene analysis. 

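The transcription rates behind Fig. 3 were not analysed here. Genes were instead grouped by the wild-type signal of the arrays, which measures steady-state RNA. In 5 equal groups from the lowest to the highest signal, the rate at supF 3 was 1.78, 2.10, 1.81, 1.74 and 1.53 transitions per 10000 bp over full-length genes. The share of ORFs with a transition was 19.2% in the lowest group, 27.9% in the next and 17.4% in the highest. Mean gene length in the same order was 1294, 1649, 1680, 1594 and 1398 bp.

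Across genes, the rate and the wild-type signal had a Spearman rho of -0.027 (permutation p = 0.0514, the same when adjusted over the 5 relations). Gene length and wild-type signal had a rho of 0.051 (permutation p = 0.0003, adjusted p = 0.000375). The sign of the first of these turned when any replicate was left out, with a rho of 0.063 without replicate 1 (permutation p = 2e-05), 0.025 without replicate 2 and 0.009 without replicate 3. When each array was searched alone, the rate of the lowest group minus that of the highest was 0.205, -1.72 and -0.825 in replicates 1, 2 and 3.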

Consistent with the previous reports [12], we observed an apparent inverse relationship between cryptic initiation rate and transcription rate (**Figure 3B**). However, we noted that the plot looked very similar to the relationship between gene length and transcription rate (**Figure 3A**). Next, we performed the same analysis, but this time using our subgene analysis. As described above, the subgene analysis controls the probe-number bias that favors detection in long genes. 

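In the subgene analysis at 0.97, genes with the highest wild-type signal held fewer transitions per length than those with the lowest, and more than those just below them. The rate per 10000 bp was 2.01 in the lowest of the 5 signal groups, then 1.85, 1.28 and 1.09, and 1.49 in the highest. Across genes, the rate and the wild-type signal had a Spearman rho of -0.060 (permutation p = 9e-05, adjusted p = 0.00015). When each array was searched alone, the rate of the lowest group minus that of the highest was 0.389, -1.46 and -1.65 in replicates 1, 2 and 3. With background correction and loess the rates of these groups were 1.59 and 1.92, and rho was 0.00471 (permutation p = 0.752). Without replicate 2 they were 2.36 and 3.17, and rho was 0.069 (permutation p = 1e-05), while without replicate 3 rho was 0.018 (permutation p = 0.221). Without replicate 1 rho stayed negative.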

With this bias controlled, we now find that more heavily transcribed genes are, if anything, more likely to contain cryptic initiation sites (**Figure 3C**), in contradiction to the previously reported results. Furthermore, this increased rate of cryptic initiation among highly transcribed genes cannot be accounted for by differences in probe coverage among this class of genes (**Figure 3D**).

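Genes with more wild-type signal were covered by more probes. From the lowest to the highest of the 5 signal groups, the ORFs held 3.33, 3.43, 3.60, 3.94 and 4.46 probes per 100 bp, a ratio of 1.34 between the highest and the lowest. Subgenes of about 500 bp held a mean of 17.3 probes in the lowest group and 21.6 in the highest. These values come from probe positions, so the only array measure behind them is the signal that set the groups. From a plot of coverage against transcription rate, the paper concludes that probe coverage does not account for the rate of cryptic initiation among highly transcribed genes.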

**Figure 3:**
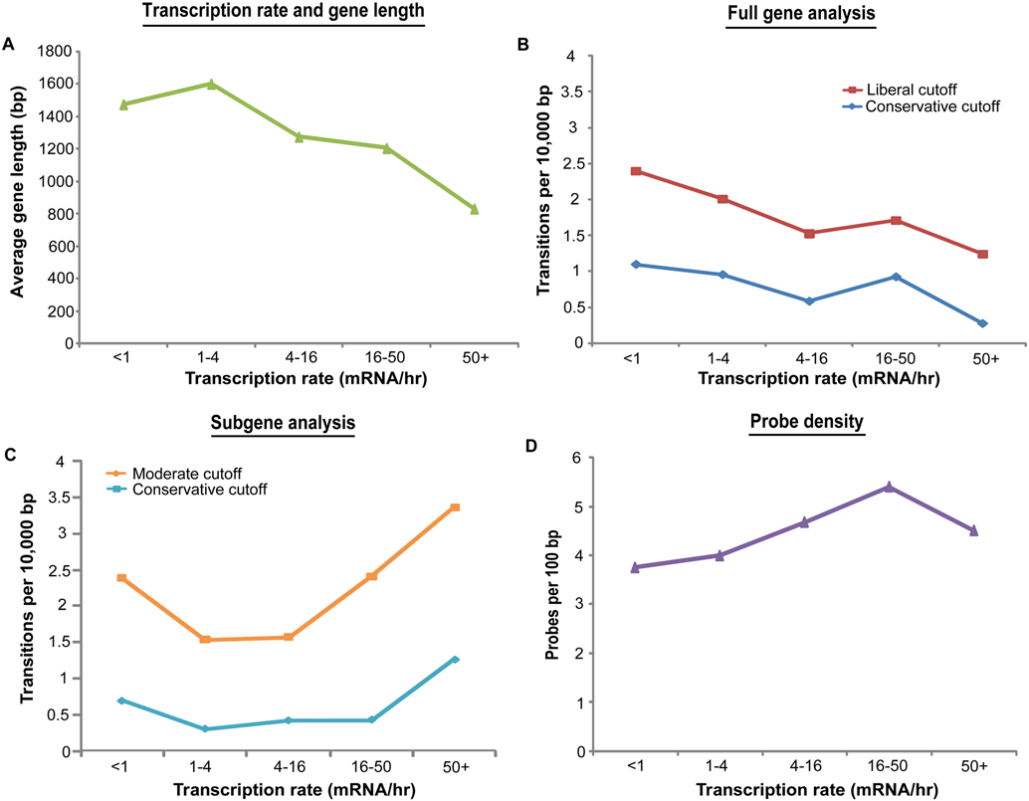
Cryptic initiation events occur without regard to transcriptional frequency. (A) Infrequently transcribed genes tend to be long. The average gene length for each transcription-rate bin is shown. (B) Without correcting for gene length, infrequently transcribed genes appear to have a higher rate of cryptic initiation. Genes were binned according to their transcription rate, and the cryptic initiation rate was determined for each bin. (C) Detection of cryptic initiation sites using subgenes of uniform length eliminates the inverse relationship between gene transcription frequency and cryptic initiation frequency. There may in fact be a trend toward more cryptic initiation in heavily transcribed genes. (D) Probe density cannot account for the observed relationship between transcription frequency and cryptic initiation frequency. Probe coverage is fairly uniform across gene transcription rate bins.

### The ascertainment biases reported here are likely widespread

Although not addressed directly by our manuscript, the same biases that cause long and infrequently transcribed genes to appear to be more susceptible to perturbations of the Set2/Rpd3S pathway could also make it appear as if such genes are differentially associated with histone modifications or other genomic features. These biases are exaggerated by the popular “modified average gene analysis” method [12], [26], [27], [28], which unnaturally forces every gene into a unit length, despite variations in real gene length of over an order of magnitude. Not only are such representations of dubious biological relevance, they are also suspect from a statistical standpoint because the number of data points underlying the “modified average gene” vary dramatically depending on real gene length. We are optimistic that technologies such as next-generation DNA sequencing will partially overcome the ascertainment biases we report here, but when transcripts are analyzed, even these approaches will be susceptible to such effects since longer and more frequently transcribed genes will accumulate more sequence reads.

### Conclusions

The hypothesis that infrequently transcribed long genes are particularly dependant on the Set2/Rpd3S pathway for accurate transcription is not supported by our data. Instead, our analysis indicates that Set2 suppresses cryptic transcription in wild-type cells across the genome in a manner that is, to first order, independent of gene length and gene frequency. This is a significant conclusion because it is consistent with previous reports that H3K36 methylation levels in yeast are largely independent of transcription rate [18], and because it obviates the need to posit a biological or evolutionary mechanism that accounts for a link between suppression of cryptic transcription and gene length or transcriptional frequency. It appears more likely that cryptic transcripts arise due to chance occurrences of DNA sequences that have the capacity to inappropriately recruit transcription initiation factors, or initiate transcription, for example sequences resembling a TATA box [7] or nucleosome-excluding elements [29], [30], [31]. Alternatively, sites of cryptic transcription could be distributed arbitrarily relative to length and transcription rate, but still represent functional internal promoters that are conditionally active [23]. While to date there is no evidence of a function for cryptic transcripts in yeast, the use of alternative start sites is extremely widespread in eukaryotic genomes, and it is likely that the Set2/Rpd3S pathway influences the evolution of alternative promoters in more complex eukaryotes.

## Materials and Methods

### RNA preparation

Wild type (BY4741) and *set2Δ* (BY4741) strains were grown at 30°C in YPD (1% yeast extract, 2% peptone, 2% dextrose) to an OD_600_ of 0.6–0.8. For each of the three replicates, total RNA was extracted by acid-phenol method [16]. Lack of RNA degradation was confirmed by gel electrophoresis. Double-stranded cDNA was prepared using an Invitrogen SuperScript™ (Cat No. 11917-010) primed with Oligo(dt) and random hexamers. For each replicate, the wt and *set2Δ* cDNA were independently fluorescently labeled and comparatively hybridized to high-resolution 385K *Saccharomyces cerevisiae* CGH arrays (2005-08-16_SCER_WG_CGH) with Tm-normalized probes. In one of the replicates, assignment of the fluorescent label was reversed. *Z* scores were calculated for each replicate based on the log_2_ (635/532 intensity) for each probe. The average *z* score value for each probe among the three replicates was used for further analysis. For Figure 1A, wild-type values were calculated by median centering the raw wild-type probe values from each array. Z scores were then calculated for each array, and the average z score for each probe across the three replicates was used for subsequent analysis. Raw microarray data is available via GEO accession number GSE13310.

### Cryptic initiation analysis

To detect cryptic initiation events, we employed a change-point detection algorithm [24]. The algorithm is applied independently to each gene and operates in a sequential fashion. At each probe within a gene, the algorithm compares the average measured probe values (*z* scores) to the left and to the right of the probe using a standard F-statistic. We then calculate the maximum F statistic appearing along the gene, which is known as the *supF* statistic [32], and compare a scaled version of this statistic to one of two pre-defined significance thresholds. If the scaled *supF* statistic exceeds a significance threshold, the corresponding location of the observed maximum F-statistic is identified as a cryptic initiation point. The search procedure is then applied separately and independently to the observations lying to the left and to the right of the detected cryptic initiation point. This process of splitting and searching for potential cryptic initiations continues until no significant transition (as judged by the scaled *supF* statistic) can be found in a given interval.

The number of probes varies greatly across genes, ranging from few to several hundreds. The moderate number of probes for most genes does not allow us to use the asymptotic distribution of the *supF* test statistic. For each gene length *n_g_*, we estimated the distribution of the *supF* statistic under the null model of no transition points by calculating the *supF* statistic for 100,000 samples of *n_g_* independent standard normal random variables. In many cases the observed *supF* statistic was substantially larger than all 100,000 simulated values. To be able to directly compare the observed *supF* statistics, we divide them by the corresponding 0.1% quantile of the simulated distribution. The resulting scaled *supF* statistics have more similar distributions across different gene lengths n*_g_* under the null model. To achieve higher power and consistent asymptotic properties of the test, we required the cryptic initiation points to be at least α = 5% of the gene probes apart of each other and the ends of the gene.

Although the distribution of the scaled *supF* statistic is unknown, we are able to obtain an upper bound for the probability that *supF* is larger than a given number A. The scaled *supF* is larger than *A* if 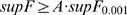, where 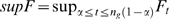 by definition, *supF_0.001_* is the 0.1% quantile of the *supF* statistic obtained from simulations and 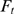 is the standard F-statistic for potential transition at probe *t*. Using Bonferroni correction we get the upper bound:
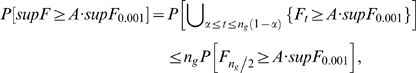
where the tail probability of the standard F-statistic (under the null model) in the right hand side term can be calculated precisely.

We considered scaled *supF* thresholds of 3 and 9. Using the approach described above and applying the Bonferroni correction for the number of genes we found that these thresholds correspond to nominal family-wise error rates of less than 10^−10^ and 10^−26^ respectively. With these thresholds, we identified 1193 and 429 genes respectively with at least one cryptic initiation. Throughout the manuscript, transition rate (transitions per bp) was calculated by totaling the number of cryptic initiations that are calculated at defined cutoffs for a particular class of genes and then dividing this number by the total length of genes analyzed within that class.

### Shrinking window, subgene, and randomization analysis

Shrinking window analysis was performed using ORFs that had a single cryptic initiation site with a scaled supF statistic over 9. Windows were centered so that an equal and maximum number of probes existed on either side of the cryptic initiation, such that the entire window was contained within the ORF. Scaled supF Statistics were then recalculated iteratively as one probe on each end of the window was removed.

Subgene analysis was performed by breaking full-length ORFs over 500 bp in length into as many non-overlapping, approximately 500 bp subgenes (with deviations from 500 bp being the result of probe coverage). Subgenes were then analyzed individually using our detection algorithm. The called transitions for each subgene were then mapped back to the gene from which the subgene was derived. The resulting distribution of called cryptic initiation events was used for subsequent analysis, with the gene lengths in this case being defined by the total length of the constituent subgenes.

To randomly distribute cryptic initiation events, probes were chosen at random from all probes within ORFs. Each gene containing a chosen probe was then defined as having a transition. This was repeated 1000 times each for 364, 1135 and 2417 transitions respectively. Averages from the 1000 iterations were used for subsequent analysis.

## Supporting Information

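Table S1 lists, for each gene with a transition, its limits, the scaled supF, the number of probes and the number of transitions. The copy used here held 1192 of the paper's 1193 genes and 1756 of its 1757 transitions at supF 3, and 428 of 429 genes and 800 of 801 transitions at supF 9, so no overlap was tested on it. For 1129 of its genes a scaled supF was also computed here, within the gene limits that it gives. The values had a Pearson r of 0.998 across genes and a median ratio of 1.00, and 1117 of the 1129 were above 3. The number of probes was the same in 822 of them. The number of transitions given for a gene did not differ between the lists for supF 3 and supF 9 in any gene that both hold.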

Table S1 A table representing all detected transitions using a change point algorithm at two different cutoffs as described in the text.
(0.47 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

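RNA of set2Δ and wild-type yeast was compared on 3 arrays with 2 channels each, 1 array per replicate. The authors deposited the scanner intensity of every probe in both channels, and a value table of log2 ratios. Set against the scanner values, the authors' log2 table held the set2Δ/wild type ratio of each array, turned to the same direction, shifted by a constant per array and rounded. The software that made these files is not given in the sources used here. The direction of each ratio was taken from the dyes in the labels.

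For the change-point search, log2 (635/532) ratios of the intensities were made into z scores within each array, turned to set2Δ/wild type, and averaged over the 3 arrays, as the paper's methods state. At each probe of a gene, leaving out 5% of the probes at each end, the F statistic of the split was computed. The highest F was divided by the 0.1% upper quantile of 100000 simulated genes with the same number of probes, and the search was repeated on both sides of each transition. Thresholds were 3 and 9 for genes and 0.58, 0.97 and 1.8 for subgenes of 500 bp. A probe was placed inside a gene when its start plus 50 bp lay before the gene's end, and genes with at least 6 probes were searched. The annotation given here is of another genome build than the arrays. A gene listed in Table S1 was kept where its own limits there lay within 10 bp of that annotation, and any other gene where the nearest genes of Table S1 on both sides did. Listed genes were searched at their limits in Table S1. Of 6008 annotated ORFs, 5452 were kept. Of these, 301 had fewer than 6 probes. Gene names come from the same annotation.

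Whole-gene ratios were computed after normexp background correction with an offset of 50 and loess within each array, as the mean over the probes of a gene, and tested with limma 3.58.1 in R 4.3.3 with the dye-reversed array turned in the design. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. A difference between the probes after and before the middle probe of a gene was tested in the same way for genes with at least 10 probes. Gene lists were tested with camera and fry on these fits, and with 10000 random lists matched on deciles of probe number for transitions. fry's p tests whether the genes of a list move, on balance, in the same direction, and its mixed p whether they change in either direction, and neither compares the list with other genes. Correlations across genes were tested with 100000 permutations. The search and all tables were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

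Both statistics were tested on simulated data. In 5151 simulated genes, the search at threshold 3 recovered 45 of 100 planted steps of 2 SD and 5 of 100 of 1 SD, with 0 false calls, and at threshold 1 it recovered 91 and 51, with 3 false calls. The simulated probes were independent, whereas the real probes overlap, so these false calls do not measure the error rate on the real arrays. The limma test recovered 87 of 100 planted changes of 1 log2 and 8 of 100 of 0.5 log2, with 8 false calls. This simulation had been revised. In its first form, which gave each gene the SD observed over its 3 arrays, it recovered 0 of 100 at either size. That form counts sampling noise in the SD 2 times, and its fitted prior had 1.84 degrees of freedom, against 10.5 in the data. The revised form draws each SD from the prior fitted to the data and had 9.75. The fit to the data was not changed.

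The genes named in the text are those the paper names, the 10 with the largest scaled supF, the 10 with the largest rise and the 5 with the largest fall toward the 3′ end among genes past supF 9 with the same sign in all arrays, the 10 with the largest rise and the 10 with the largest fall of the whole-gene ratio, and up to 4 of each of 20 gene lists. Table S1 had been seen when this rule was written. The haploid-specific genes, the bounds of genes near the random probes and the differences between groups within each array were chosen after other values had been seen. Each array measures both strains, so the pairing of the strains within a replicate is part of every ratio. Alternatives left out each replicate, changed the background correction, the normalization, the end trimming, the probe minimum, the overlap of probes, the subgene length and the limma design, and used the authors' value table. The published transcription rates and the gene list of the earlier study were not used here.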

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

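The tests of the explanations in this part were chosen after the results were seen, except the count of genes that keep a call after the mean profile of each array is removed.

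The paper reports on transitions within genes and not on levels of whole genes, and those levels differed between the strains. By limma, 393 of 5151 ORFs were higher in set2Δ and 353 were lower. With 3 arrays there are 4 choices of array signs, too few for a share under 0.05. The real signs gave 746 calls and the highest other choice 0. Without replicate 2, 140 were higher and 83 lower.

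The 4 genes of the MATα-specific list (STE3, MF(ALPHA)1, MF(ALPHA)2 and SAG1) were all higher in set2Δ, with a median log2 ratio of 6.03. STE2 had a log2 ratio of -5.53, and MET17 and LYS2 had measured ratios of 6.64 and -6.30, which stand for bounds of at least 5.71 and -5.19 because their dimmer channel was near the random probes, although the paper and the labels name BY4741 for both strains. A dye or array artifact is argued against by the dye-reversed array, where the median of the MATα-specific genes was 6.23, and exchanged strain labels by SET2, whose highest log2 ratio over the arrays was -4.45. Expression of the silent mating loci in a MATa strain would shut off haploid-specific genes, and the median log2 ratio of GPA1, STE4, STE18, STE5, FUS3 and FAR1 was -0.11 (FUS3 alone passed limma's test, -0.62, adjusted p = 0.0478). MET17 is among the markers deleted in BY4741, yet 100% of its probes were above the random ones in set2Δ in every array. Its median-centered log2 signal was 2.40 in set2Δ and -3.43 in wild type. At MET17, these values argue against the BY4741 genotype in the set2Δ strain. A candidate explanation is that the set2Δ strain was of mating type α with another set of auxotrophies. For mating type, all 4 MATα-specific genes were higher and STE2 was lower, as were BAR1 and STE6, with bounds of -5.15 and -3.95. With the small median change of the haploid-specific genes, these values argue against a MATa set2Δ strain. The full set of auxotrophies is not decided. The level of MET17 in wild type and LYS2 in set2Δ, at most 0.34 log2 above the mean of LEU2 and URA3 in the same channel, compares different probes. In wild type in replicate 2, 88.7% of the MET17 probes were above the random ones. How far a strain difference adds to other changes was not tested.

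Transitions at supF 9 rose toward the 3′ end in replicates 1 and 2, while replicate 3 alone gave mostly falling ones, and a 5′ to 3′ tilt of single arrays is a candidate source of part of the calls. In a difference between arrays, a strain effect cancels only if it has the same size in z scores in both. A dye effect does not cancel in the differences with replicate 3. In the differences of replicates 1 and 2, 1 and 3, and 2 and 3, 1187, 661 and 1473 genes passed supF 3, against 1157 for the mean of the arrays. After removal of each array's mean profile along genes, 634, 396 and 711 did, against 823 for the mean. After that removal 78, 57 and 114 passed supF 9, against 205 for the mean. With background correction and loess in place of the removal, the differences gave 1212, 356 and 1137 genes at supF 3, against 1146. With the dye-reversed array at weight 2, 82.8% of supF 9 transitions still rose. Dye cancels there only if its effect is the same in every array. From the 5′ to the 3′ end of the average gene, the z score changed by 0.24, 0.78 and -0.21 in replicates 1, 2 and 3. A larger tilt of replicate 2 would not cancel, so this test cannot decide on a dye effect as the whole source. Without replicate 2, 68.5% of supF 9 transitions and 48.8% of supF 3 transitions rose. Of the 423 genes past supF 9, 154 (36.4%) kept a call at supF 9 after removal of the profiles, which would also take away a true mean rise, so the tilt and cryptic initiation as the source of the other calls cannot be told apart. The biological explanation, cryptic initiation without Set2, stays open, with the steps of PCA1, STE11 and YGL142C present in all 3 arrays. For it, the paper also cites a Northern blot of YGL142C, not shown, and an overlap of its stringent genes with those of the earlier study. Neither was examined here.

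For the genes past supF 9 and for the ORFs called on the step at the middle probe, the 4 choices of array signs are again too few for a share under 0.05. The real signs gave 423 genes and the highest other choice 362 for the search, and 51 ORFs against 0 for limma. At supF 3 other choices gave more genes than the real signs, 1324 and 1175 against 1157, and in the subgene search at 0.97 the highest other choice gave 1969 transitions against 897. Each other choice keeps part of a strain effect in the mean of the arrays. Turning replicate 3 back to its scanned direction also adds up any dye effect. These counts are therefore no reference free of the strain. With background correction and loess, no other choice gave more genes at supF 3 (823, 1112 and 938 against 1146). In the subgene search at 0.97 the highest other choice then still gave 1987 transitions against 945.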

How the results depend on the processing

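The alternatives with shifted gene limits, the weight of 2, the removed profile, the other count of transitions, and the threshold of 1.8 with loess were chosen after the results were seen. Where the sign or size changed below, the cause was not tested, and signal over background limits what dim genes show, since the median genomic probe was 6.96 to 30.1 times the median random probe across channels.

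The relation of full-gene rate and gene length kept its sign and its side of the threshold under every alternative run (rho 0.324 to 0.550), as did the relation of subgene rate and length (0.045 to 0.173). For the latter, random placement in the main setting gave a rho of 0.172, above the 0.117 observed, so its positive sign shows no excess in long genes. No placement was made for the full-gene rate. The share of rising supF 9 transitions was 59.0% to 100% under the alternatives that use at least 2 arrays with their real signs, and 28.4% in replicate 3 alone. Genes past supF 3 numbered 269 with non-overlapping probes, a setting with fewer probes per gene, and their transitions 279. Genes past supF 9 numbered 25 with non-overlapping probes, 205 with the mean profile removed and 143 to 468 without 1 replicate. Transitions at supF 9 numbered 25, 212 and 146 to 505 in the same order, and 296 with the dye-reversed replicate at weight 2. At supF 3, 940 transitions were found with the profile removed. In the shrinking window, 77.3% to 95.6% of genes fell below 3 without 1 replicate.

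For the full-gene rate and wild-type signal, rho was 0.00899 to 0.0625 without 1 replicate and 0.000261 with only rising transitions, both opposite in sign to the main value, and without replicate 1 it passed the threshold with that opposite sign (p = 2e-05, permutation test). It passed the threshold with the main sign at 10% end trimming (-0.028), without overlapping ORFs (-0.029), with at least 20 probes (-0.075), with non-overlapping probes (-0.030), with limits moved by 10 bp in either direction (-0.031 and -0.029), and with the profile removed (-0.069). For the subgene rate, rho turned to 0.00471 with background correction and loess, 0.00545 with non-overlapping probes and 0.012 with only rising transitions, and ranged from -0.115 to 0.069 without 1 replicate. It no longer passed with loess alone (-0.010), with background correction, loess and the threshold 1.8 (-0.026), or with the weight of 2 (-0.00262).

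By limma, ORFs higher in set2Δ numbered 194 with median centring alone and ORFs lower 160. The replicates pair the strains, and with no replicate block, in separate channels, 534 were higher and 571 lower. Without 1 replicate, 140 to 408 were higher and 83 to 527 lower. An unmoderated test called 0 higher and 0 lower, with 418 and 350 at an unadjusted p under 0.05. At the middle-probe step, rising ORFs numbered 4 with median centring alone, 93 with scaling between arrays, 78 with a dye term, 91 with no replicate block and 25 to 194 without 1 replicate, and 0 in the unmoderated test (218 unadjusted). Falling ORFs numbered 0 (73 unadjusted by limma), 29, 31, 20 and 10 to 24 in the same order, 0 in the unmoderated test (97 unadjusted), 7 without background correction and 7 without dim genes. Of the gene lists, 8 passed camera on whole-gene ratios and 0 with an estimated correlation. The MATα-specific list, with a median log2 ratio of 6.03 and all 4 genes called higher, had an adjusted p of 0.627 with that estimate. Not passing this form of camera therefore cannot show that a list does not differ from other genes.

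Log2 ratios that turned sign, none of them called in the main test, ranged without 1 replicate from -0.27 to 0.0610 in DRS2, -0.125 to 0.108 in SMC3, -0.112 to 0.122 in UTR1, -0.288 to 0.212 in YLR278C, -0.422 to 0.00510 in SIN3 and -0.40 to 0.00992 in HIS3. As the median over probes they were -0.0570 in URC2, -0.00529 in ARG2 and -0.271 in YLR278C, and with median centring alone 0.00301 in SMC3. The step of DRS2 turned to -0.20 with the profile removed, at a scaled supF of 0.868.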

Differences from the paper's values

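None of the counts and scaled supF values stated by the paper differed from those computed here in the main setting by more than 1.5 times and by more than the SD of the single arrays. The family-wise error rates did, as given below. The number of transitions at supF 9 comes nearest, with 801 in the paper and 450 here. It differs by more than 1.5 times but lies within the SD of 365 over the single arrays. That SD is the spread of counts from arrays searched alone, and not the error of a recount from the same 3 arrays. It therefore cannot show that these counts are alike. Counting all supF 3 transitions in genes past supF 9, an alternative chosen after the values were seen that changes no gene's call, gave 614. In Table S1 a gene has the same number of transitions in both lists, so 801 may be a count of this kind, in which case 614 and not 450 is the like value. Counted as in the main setting, the alternatives that do differ from 801 were those without replicate 2 (146), with loess (409), with background correction and loess (423) and with non-overlapping probes (25), and, chosen after the results were seen, the dye-reversed replicate at weight 2 (296) and the mean profile removed (212). With the profile removed, the 940 transitions at supF 3 differed from 1757 too. Non-overlapping probes also differed for the counts of genes (269 and 25), transitions at supF 3 (279) and subgene transitions (33, 7 and 2), and for the supF of STE11 (2.10), PCA1 (14.4) and YGL142C (5.30). The count of genes past supF 9 without replicate 2 (143) and the supF of YGL142C without replicate 3 (11.2) differed as well. The paper's other counts were 1193 and 429 genes, against 1157 and 423 here, 1757 transitions at supF 3, against 1415, and 2417, 1135 and 364 subgene transitions, against 2064, 897 and 265. Its scaled supF values were 3.62 for FLO8, 9.02 for STE11, 70.9 for PCA1 and 29.7 for YGL142C, against 3.61, 9.02, 69.9 and 28.9. The paper's mean of 51 probes per ORF compares with 57.1 here.

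The paper names FLO8 among genes with a cryptic initiation event. It passed supF 3 here, with a downward step at its highest F (-0.64) and 2 rising transitions of 3.

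The paper states family-wise error rates for its thresholds that are far smaller than the bound found here by its formula, which was 0.0179 at supF 3 and 0.0011 at supF 9 over all genes with at least 6 probes, and 0.000426 and 2.26e-08 over the 4398 genes with at least 20 probes.

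In the paper's Fig. 3, long genes tend to be transcribed less often, full-length genes show what it calls an apparent inverse relation of rate and transcription, and heavily transcribed genes are, if anything, the likelier ones to hold a transition in subgenes. With wild-type signal in place of transcription rates, length and signal had a rho of 0.051, the full-gene rate -0.027 and the subgene rate -0.060. With background correction and loess, set before the data were examined, the last was 0.00471, and without replicate 2 it was 0.069, the direction of the trend the paper proposes. The paper calls probe coverage fairly uniform across its transcription groups, and here it rose by 1.34 times from the lowest to the highest signal.

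The paper states that random placement gives no relation of rate and length, and that this is nearly the same as the observed subgene rates. Its figure legend adds that both decline slightly with length, and proposes sparser probes in longer genes as a possible reason. Here the observed count in ORFs of 500 to 1000 bp was 141, above the 88 to 126 of the placements, and the counts of the other 3 groups lay within theirs.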

Other observations

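Of 30 ribosome biogenesis genes, 29 were lower in set2Δ by limma (30 when adjusted over the list alone), with a median log2 ratio of -0.83 and examples in SPB1 (-1.22) and RRP12 (-1.19). Against other genes the list was lower by camera (adjusted p = 6.5e-18), adjusted p = 0.666 with an estimated correlation, and fry, which tests for a move of the list on balance in 1 direction, gave an adjusted p of 0.121 from limma. On whole-gene ratios even the MATα-specific list did not pass camera with an estimated correlation, so that form cannot decide against a list. Of 123 genes with names of cytosolic ribosomal proteins, which include RPP1 of RNase P, 6 were lower (0 when adjusted over the list alone), with a median of -0.36 (camera adjusted p = 1.97e-11, adjusted p = 0.740 with an estimated correlation, fry adjusted p = 0.247). Of 20 heat shock genes and chaperones, 9 were higher and none was lower (10 higher when adjusted over the list alone), led by HSP12 (2.44) and HSP26 (1.81), with a camera adjusted p of 1.09e-06, adjusted p = 0.666 with an estimated correlation and a fry adjusted p of 0.138. The strains also differed in mating-type and biosynthesis genes, as given above, and the share of these changes that belongs to SET2 was not tested.

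A minority of the genes of 2 lists of nutrient uptake passed limma's test. Of 15 hexose transporters, 5 were higher (5 adjusted over the list alone), among them HXT7 (2.45) and HXT6 (2.26), near-identical genes whose probes may not tell them apart, and HXT4 (2.04). This list's camera adjusted p was 0.00272, adjusted p = 0.740 with an estimated correlation, and its fry adjusted p was 0.134. Of 13 genes of the phosphate starvation response, 3 were lower (4 adjusted over the list alone), with PHO89 at -2.70, though -0.67 in replicate 3, and PHO5 at -1.18 (camera adjusted p = 0.00111, adjusted p = 0.628 with an estimated correlation, fry adjusted p = 0.0368). Of 6 flocculins and adhesins, 4 were higher (6 adjusted over the list alone), among them AGA1 (1.40) and FLO11 (0.68), with a camera adjusted p of 0.000262, adjusted p = 0.666 with an estimated correlation and a fry adjusted p of 0.134. Of 20 nuclear pore genes none passed limma's test in either direction, and the list had a median of -0.25 (camera adjusted p = 0.0141, adjusted p = 0.666 with an estimated correlation, fry adjusted p = 0.134).

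With median centring alone, 2 of the 6 flocculins and adhesins and 3 of the 15 hexose transporters were higher, 1 of the 123 genes with ribosomal protein names was lower, and 6 heat shock genes were higher and 21 ribosome biogenesis genes lower.

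Single genes with large changes were AFB1 (3.95), a gene of α cells and so part of the difference in mating-type genes, and DDR2 (3.75), both higher in set2Δ (adjusted p at most 6.54e-08 from limma), with YGP1 between them. In the step at the middle probe, P-type ATPases and ABC transporters rose toward the 3′ end in 3 of 26 (11 when adjusted over the list alone), with a camera adjusted p of 7.79e-10, adjusted p = 0.893 with an estimated correlation and a fry adjusted p of 0.504. With median centring alone, 2 rose (4 when adjusted over the list alone). Other lists that passed camera on this step were DNA replication and repair (adjusted p = 7.68e-06, adjusted p = 0.893 with an estimated correlation), chromatin remodelling and histone modification (adjusted p = 0.00344, adjusted p = 0.922 with an estimated correlation), flocculins and adhesins (adjusted p = 0.0120, adjusted p = 0.893 with an estimated correlation) and heat shock genes (adjusted p = 0.0149, adjusted p = 0.893 with an estimated correlation), which were higher than other genes, and the genes with ribosomal protein names (adjusted p = 0.00344, adjusted p = 0.757 with an estimated correlation), which were lower.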
